A study of Homo sapiens with 6 samples. Its data were reported in "Regulation of mammalian cellular metabolism by endogenous cyanide production" (2025).

How the data were processed

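RNA was measured by sequencing in HepG2 cells, an established human liver cancer line, after 24 h with glycine (10 mM) or with vehicle. There were 6 libraries, 3 per group. Each library was assigned to its group and replicate number from its label.

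The deposited files hold whole-number counts of reads per gene, not normalized, with 1 file per library and 57500 genes in each. The authors stated neither the aligner, the counting tool, the strand setting, the genome build nor the annotation for these counts, so reads in overlapping genes and in near-identical paralogs could have been assigned in more than 1 way. Of the 57500 genes, 56898 were also in GENCODE release 29 for GRCh38, and 54784 had the same start and end there, so the coordinates were read as GRCh38. Gene symbols were found for 56410 genes and GC content for 56845. The totals ranged from 31795489 to 58815986 counts per library. A single count was worth between 0.017 and 0.0314 CPM, which are counts scaled to a common library size, and 3 counts between 0.051 and 0.0943 CPM. These limits cover counting error only, because reads without molecular identifiers are not independent molecules.

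Differential expression was tested on the deposited counts with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 (two-sided). Low genes were removed with the edgeR expression filter at its defaults, a minimum count of 10 and a minimum total of 15, and libraries were scaled by the trimmed mean of M values. The model held the group alone. P-values were adjusted by the Benjamini-Hochberg method over 15492 tested genes, with a threshold of 0.05. The standard error of a log2 fold change was the change divided by the square root of its F statistic. CPM values used the scaled library sizes, except the values of 1 and 3 counts and the limits for MPO, PXDN and GPD2. Those exceptions used the unscaled library totals.

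Gene sets were tested with fgsea 1.28.0 (exponent 1, smallest set 5, seed 1, two-sided), with genes ranked by the signed square root of the F statistic. The 12 hallmark sets whose complete members were at hand formed 1 family of tests, and the other sets of that collection were not used here. A member given only as a date, 1 in all, was dropped. Another family held 11 short lists compiled from general knowledge: cyanide and glycine handling, serine, glycine and one-carbon metabolism, the ATF4 amino acid stress response, proliferation, the mitochondrial genome, glycine-consuming reactions, sterol synthesis, the tonicity response, fatty acid oxidation, NRF2 targets and hypoxia. Members shared between lists were kept in each. The tests, the lists, the alternatives and the rule for naming genes were fixed before the data were examined. A further 3 lists, of SRF and MRTF targets, YAP targets and hepatocyte markers, were written after the top genes had been seen and left those genes out.

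The genes named are all members of the cyanide and glycine handling list; the 5 largest rises and 5 largest falls among genes past the threshold with a mean of at least 10 CPM and no overlap between groups; the 5 smallest p-values; and up to 5 members with the smallest p-values in each set or list past the threshold. Any other gene was chosen after its values were seen, and this is said where it is named. A gene that met this rule, 1 in all, is not reported here.

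Similarity of the libraries was described by Spearman correlation and principal components of log2 CPM with a prior count of 2. The replicates of a group were compared by a chi-square of their counts over 15593 genes, which gave between 7.55 and 29.1 per degree of freedom, so no library was a duplicate of another.

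The alternatives were other scaling factors, other filters, the DESeq2 1.42.0 Wald test, limma 3.58.1 with voom, a test against a 1.2-fold change, protein-coding genes only, removal of gene length or GC content trends by loess (span 0.5), a replicate block, and leaving out each library in turn. Gene sets were also tested with camera (correlation preset at 0.01 or estimated), with fry, and with other ranking metrics. The fry test asks whether the members of a set change at all. In contrast, fgsea and camera ask whether they change more than other genes. The scripts were tested on simulated data for glycine against vehicle, with 15492 genes of which 200 were changed by 1 on the log2 scale. The edgeR test recovered 173 of them (86.5%) with 15 false calls, and made 1 false call when no gene was changed. A set shifted in the simulation was found with a normalized enrichment score of 3.45, and 0 of 20 random sets were called. Genes were simulated independently, so false calls of sets with correlated members were not examined. The simulated change of 1 was also larger than the median of 0.40 among the genes called in the data. An added gene length trend gave 1772 false calls, and 13 after the length correction.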

Results

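The transcriptome of HepG2 cells was compared after 24 h with glycine (10 mM) or vehicle, with 3 libraries per group. The comparison addresses which transcripts glycine changes, and whether gene sets of energy metabolism move with it. The vehicle libraries held 34960947, 35643313 and 35861020 counts, and the glycine libraries 31795489, 58815986 and 41624109. The 10 most abundant genes took between 6.73% and 7.64% of the counts of a library, and mitochondrial transcripts between 1.94% and 2.82%.

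The libraries separated by treatment. Spearman correlations of log2 CPM across genes ranged from 0.9957 to 0.9972 between libraries of the same group (6 pairs) and from 0.9917 to 0.9941 between groups (9 pairs). Genes are not independent replicates, so no p-value is attached to these values. The first principal component held 45.4% of the variance and separated the groups, and the second held 18.7%.

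**Figure D1:**
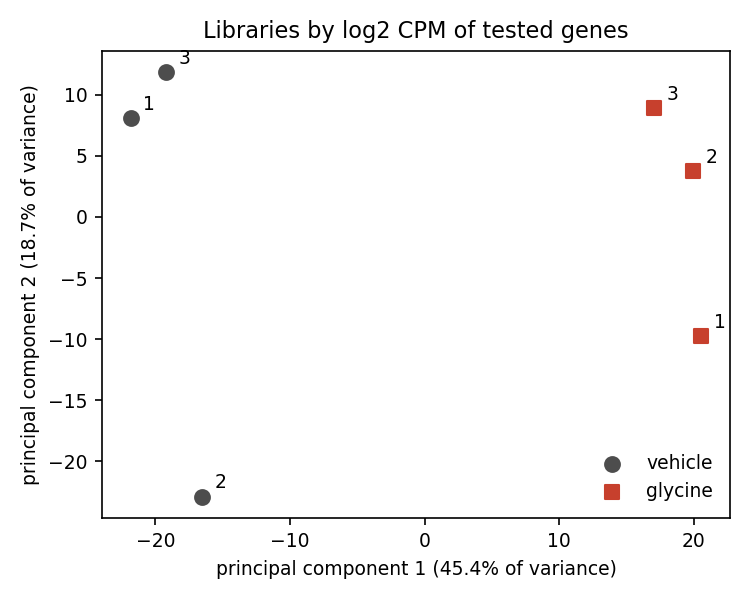
Principal components of log2 CPM of the tested genes, with 1 point per library and its replicate number, in principal component units. The vehicle libraries lie between -21.8 and -16.5 on the first component and the glycine libraries between 17.1 and 20.6.

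Glycine changed the expression of 2053 of 15492 tested genes (edgeR quasi-likelihood test, adjusted p under 0.05), or 13.3%. Of these, 1040 were higher and 1013 lower. At an unadjusted p under 0.05 there were 4225 genes. The changes were mostly small: the median absolute log2 change of the called genes was 0.40, and 71.1% of them changed by less than 1.5-fold. At least 2-fold changes were seen for 131 called genes that rose and 92 that fell. Of the called genes, 2041 had no overlap between the glycine and vehicle libraries. Among all tested genes that share was 31.6%, against 10% by chance for 3 libraries against 3. The common biological coefficient of variation was 7.29%. The alternative that moved the count most was a test against a 1.2-fold change, which called 235 genes higher and 246 lower. Leaving out glycine replicate 2, the deepest library, gave 617 higher and 655 lower. The number called higher also fell to 590 without vehicle replicate 1, to 594 without glycine replicate 1 and to 587 without glycine replicate 3.

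**Figure D2:**
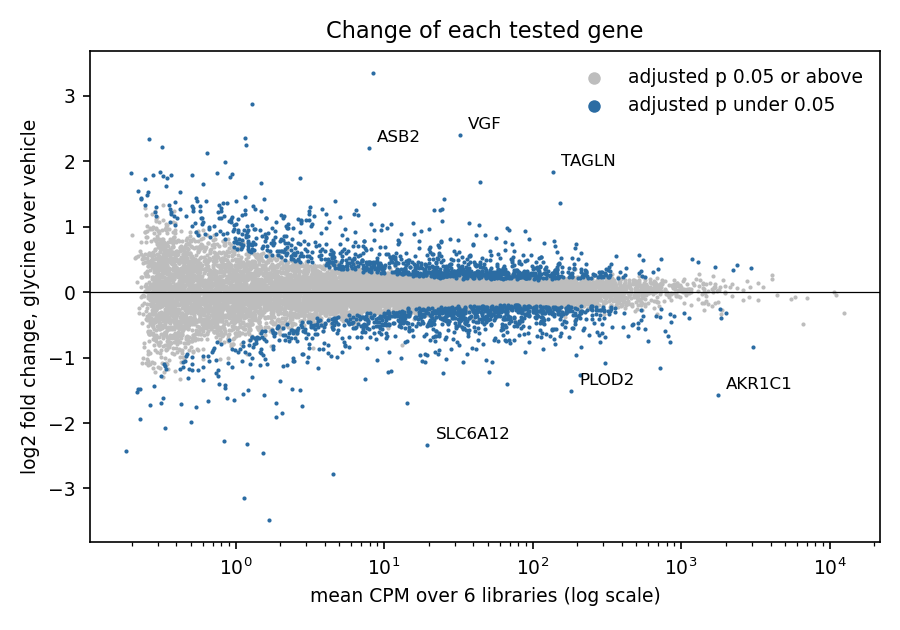
Log2 fold change of each tested gene (glycine over vehicle) against its mean CPM over the 6 libraries on a log scale, with 1 point per gene, coloured by the edgeR adjusted p. Of 15492 genes, 1040 were called higher and 1013 lower.

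The smallest p-value belonged to SLC6A12 (ENSG00000111181), which encodes a betaine and GABA transporter and lies on chromosome 12 from 190077 to 214570 in GRCh38. Its level was 32.6 ± 2.66 CPM (SD, n = 3) with vehicle and 6.54 ± 0.736 CPM (SD, n = 3) with glycine, a log2 change of -2.33 ± 0.0964 (s.e., edgeR adjusted p = 3.11e-08). PLOD2 (ENSG00000152952, chromosome 3, 146069440 to 146163653), a lysyl hydroxylase, went from 269 ± 5.03 to 94.2 ± 5.72 CPM, a log2 change of -1.52 ± 0.0655 (edgeR adjusted p = 3.11e-08). TAGLN (ENSG00000149591, chromosome 11, 117199321 to 117204782), an actin-binding protein, rose from 59.9 ± 5.35 to 214 ± 16.9 CPM, with a log2 change of 1.84 ± 0.0812 (edgeR adjusted p = 3.11e-08). Another gene covers 11.4% of its exon length. VGF (ENSG00000128564, chromosome 7, 101162509 to 101165593), a secreted neuropeptide precursor, rose from 10.3 ± 1.46 to 54.2 ± 6.93 CPM, with a log2 change of 2.40 ± 0.111 (edgeR adjusted p = 4.09e-08). ASB2 (ENSG00000100628, chromosome 14, 93934153 to 93976791) was at 2.83 ± 0.246 CPM with vehicle, with a log2 change of 2.20 ± 0.11 (edgeR adjusted p = 8.48e-08).

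Among genes with a mean of at least 10 CPM and no overlap between groups, 654 called genes were higher and 729 lower. The largest rises in this group were VGF and TAGLN, given above, then ACTA1 (log2 change 1.68), SLC16A6 (1.42) and AKAP12 (1.37), with edgeR adjusted p of 2.38e-07, 2.38e-07 and 7.38e-07. ACTA1 (ENSG00000143632) lies on chromosome 1 from 229431245 to 229434098, SLC16A6 (ENSG00000108932) on chromosome 17 from 68267026 to 68291267, and AKAP12 (ENSG00000131016) on chromosome 6 from 151239999 to 151358557. The largest falls were SLC6A12, CDH16 (-1.69), AKR1C1 (-1.58), PLOD2 and RAB17 (-1.40), and the edgeR adjusted p of the 3 not given above were 2.38e-07, 3.51e-07 and 3.6e-07. CDH16 (ENSG00000166589) lies on chromosome 16 from 66908122 to 66918984, AKR1C1 (ENSG00000187134) on chromosome 10 from 4963253 to 4983283, and RAB17 (ENSG00000124839) on chromosome 2 from 237574322 to 237601614. AKR1C1 has close paralogs whose reads could have been split in counting. AKR1C1 was the most abundant of these genes, at 2648 ± 282 CPM with vehicle and 887 ± 63.3 CPM with glycine (SD, n = 3).

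**Figure D3:**
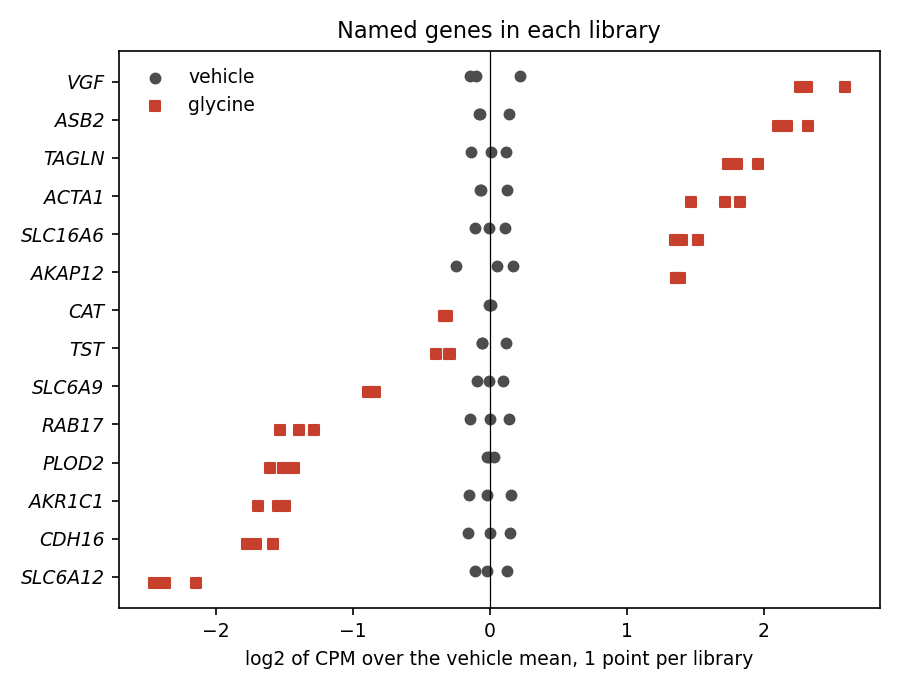
Log2 of the CPM of each library over the vehicle mean, with 1 point per library, for the genes with the largest changes or smallest p-values and for SLC6A9, CAT and TST. For every gene drawn, the 3 glycine libraries lie on 1 side of the 3 vehicle libraries, from a log2 change of 2.40 for VGF to -2.33 for SLC6A12.

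The cyanide and glycine handling list holds 19 genes whose proteins make, remove or transport cyanide or glycine or were assayed by the study. Of these, 16 were expressed enough to be tested. A total of 3 genes were called lower and 0 higher, both over all tested genes and adjusted over the list alone. The glycine transporter SLC6A9 (ENSG00000196517, chromosome 1, 43991500 to 44031467) fell from 36.2 ± 2.43 to 19.9 ± 0.356 CPM (SD, n = 3), a log2 change of -0.86 ± 0.0716 (edgeR adjusted p = 5.8e-06). Catalase, CAT (ENSG00000121691, chromosome 11, 34438925 to 34472062), went from 116 ± 0.766 to 92.8 ± 0.646 CPM, a log2 change of -0.33 (edgeR adjusted p = 0.00209). TST (ENSG00000128311, chromosome 22, 37010859 to 37020183), which encodes the cyanide-detoxifying enzyme rhodanese, went from 60.2 ± 4.32 to 47.8 ± 1.89 CPM, a log2 change of -0.33 (edgeR adjusted p = 0.00758).

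The other 13 tested members were not called. Their log2 changes were -0.11 for MPST, -0.23 for SLC36A1, -0.08 for SHMT1, -0.11 for SHMT2, 0.02 for GLDC, 0.16 for AMT, 0.14 for GCSH, 0.08 for DLD, -0.17 for HIF1A, 0.07 for GAPDH, 0.01 for GPD1, 0.06 for LAMP1 and -0.02 for CPT1A. Their edgeR adjusted p ranged from 0.0764 for SLC36A1 to 0.924 for CPT1A. SLC36A1 passed the threshold when vehicle replicate 3 was left out (edgeR adjusted p = 0.0291). Other genes cover 63.1% of the exon length of AMT. MPO, PXDN and GPD2 were too low to test, with 3, 4 and 3 counts over all 6 libraries, and no library exceeded 0.0281 CPM for MPO, 0.034 CPM for PXDN or 0.048 CPM for GPD2. A difference in these 3 genes was not detectable at this depth.

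The study showed hallmark sets of glycolysis, oxidative phosphorylation, fatty acid metabolism and reactive oxygen species for the effect of glycine. All 4 sets scored below 0 when genes were ranked by the signed edgeR statistic. Ranked by log2 fold change, glycolysis scored 0.715 and reactive oxygen species 0.617, and none of the 4 was called. The fatty acid metabolism set had a normalized enrichment score of -1.51 (fgsea adjusted p over 12 sets = 0.0169), with 10 members called higher and 18 lower of 130 tested. This call did not hold with camera at the preset correlation (adjusted p = 0.266), with the estimated correlation (0.851), or with fry (0.226). It was also lost without vehicle replicate 3 (0.104) and without glycine replicate 3 (0.101). The oxidative phosphorylation set scored -1.22 (adjusted p = 0.145), glycolysis -1.10 (adjusted p = 0.331) and reactive oxygen species -1.02 (adjusted p = 0.495). Of the 178 tested glycolysis genes, 18 were called higher and 21 lower, and the median log2 change was 0.00. Of 197 oxidative phosphorylation genes, 4 were called higher and 13 lower, with a median log2 change of -0.01. By sign alone, 92 of these genes were higher and 105 lower. The balance was 86 and 111 with DESeq2 size factors or upper-quartile scaling. Under total count scaling it turned to 109 higher and 88 lower, with a median log2 change of 0.01. Set scores were not computed under other scaling factors, so the direction of this set is uncertain. Of 46 reactive oxygen species genes, 4 were called higher and 6 lower. Adjusted over the list alone, the members called higher and lower were 11 and 21 for fatty acid metabolism, 23 and 23 for glycolysis, 3 and 13 for oxidative phosphorylation, and 5 and 7 for reactive oxygen species. The study showed these sets for the same samples, so those counts are not independent evidence. The oxidative phosphorylation score depended on single libraries: its adjusted p was 0.00541 without vehicle replicate 1 and 0.00144 without glycine replicate 2, in the lower direction in both.

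Of the 8 other hallmark sets, TNF signalling through NF-κB rose, with a score of 1.98 (fgsea adjusted p = 8.08e-06), and xenobiotic metabolism fell, with a score of -1.77 (adjusted p = 0.000391). Neither call held with fry (adjusted p = 0.205 and 0.0798) or with camera at the estimated correlation (0.851 for both), while both held with camera at the preset correlation. The other 6 sets were not called, with scores of 1.36 for TGF-β signalling, 1.08 for the unfolded protein response, 0.834 for spermatogenesis, 0.724 for WNT and β-catenin signalling, -1.30 for the UV response down set and -1.30 for the UV response up set. The UV response down set was called lower without vehicle replicate 3 (adjusted p = 0.00556) and without glycine replicate 3 (0.0393). The UV response up set was called lower with the gene length trend removed (0.0399).

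Of the 11 short lists, 1 was called higher and 4 lower. The proliferation list rose, with a score of 2.42 (fgsea adjusted p = 3.01e-07), and 32 of its 35 genes were higher. The sterol synthesis list fell, with a score of -2.07 (adjusted p = 0.000289), and 18 of 21 tested genes were lower. The tonicity response list fell, with a score of -2.00 (adjusted p = 0.000289), and 8 of 8 genes were lower, or 7 of 8 under total count scaling. The NRF2 target list had a score of -1.77 (fgsea adjusted p = 0.0221), with 11 genes lower and 5 higher, of which 1 was called higher. The cyanide and glycine handling list had a score of -1.66 (fgsea adjusted p = 0.0426), with 9 genes lower and 7 higher. The NRF2 call was lost without vehicle replicate 2 (0.056), and the handling list call without vehicle replicate 2 (0.0871) or glycine replicate 3 (0.106). All 5 list calls held with fry, which does not compare the members with other genes. With camera at the estimated correlation, the tonicity list alone was called. Ranked by log2 fold change, the sterol synthesis (adjusted p = 0.0523), NRF2 (0.13) and handling (0.397) lists lost their calls. The proliferation (0.00125) and tonicity (0.0109) lists kept theirs in that ranking. The scores of the lists that were not called were -1.43 for fatty acid oxidation, -1.21 for the mitochondrial genome, -1.15 for glycine-consuming reactions, -1.05 for hypoxia, -0.974 for the ATF4 response and 0.86 for serine, glycine and one-carbon metabolism. Fatty acid oxidation was called lower with fry (adjusted p = 0.0142), without vehicle replicate 1 (0.023), vehicle replicate 2 (0.0123) or glycine replicate 2 (0.0493). Glycine-consuming reactions were called lower with fry (0.0325). The mitochondrial genome list was called lower without vehicle replicate 1 (0.046), vehicle replicate 3 (0.02) or glycine replicate 2 (0.0366). Its score rose above 0, uncalled, without vehicle replicate 2 (1.39) and without glycine replicate 1 (0.699).

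**Figure D4:**
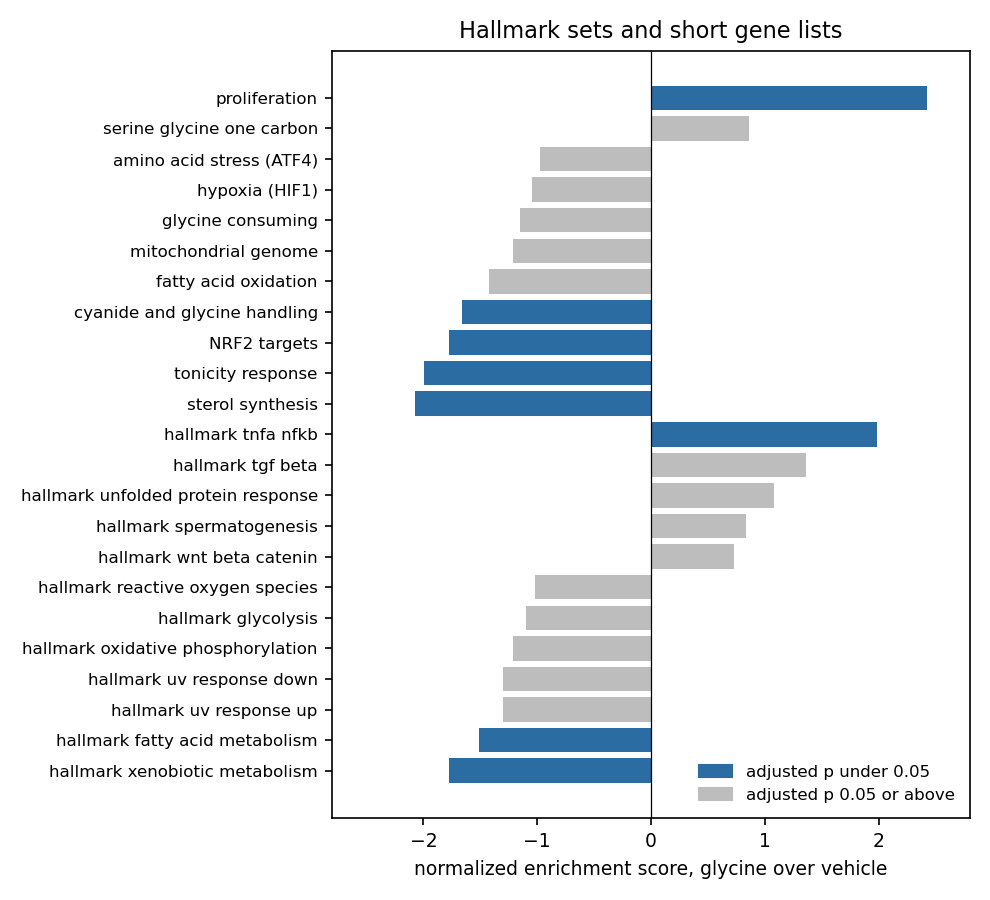
Normalized enrichment scores of the 12 hallmark sets and 11 short lists (glycine over vehicle), with 1 bar per set, coloured by the fgsea adjusted p within its family. The proliferation list had a score of 2.42 and the sterol synthesis list a score of -2.07.

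Members with the smallest p-values went both ways in some sets. In fatty acid metabolism, log2 changes were -0.78 for ACSS1, -0.79 for ACSM3 and -0.63 for REEP6, but 0.89 for ALDH3A1 and 0.55 for ODC1. In TNF signalling through NF-κB, SLC16A6 rose as above, with 0.98 for F2RL1, 0.73 for SAT1 and 0.97 for EGR1. In xenobiotic metabolism, SLC6A12 and AKR1C2 (-1.16) fell, and IGFBP1 (0.70) and ALDH3A1 rose. The edgeR adjusted p of these genes ranged from 3.11e-08 for SLC6A12 to 9.19e-05 for REEP6.

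In the proliferation list, log2 changes were 0.42 for RRM2, 0.37 for RRM1, 0.38 for MCM7, 0.38 for CDC20 and 0.35 for MCM5. In the sterol synthesis list they were -0.41 for CYP51A1, -0.30 for LSS, -0.29 for ACAT2, -0.22 for SC5D and -0.27 for MSMO1. Other genes cover 82.2% of the exon length of CYP51A1 and 52.3% of that of ACAT2, so their counts are less certain. In the tonicity list they were -0.96 for AKR1B1, -0.89 for SLC5A3, -0.48 for SLC6A6 and -0.23 for SGK1, besides SLC6A12. In the NRF2 list they were -1.26 for AKR1B10, -0.43 for OSGIN1, -0.22 for GCLC and -0.32 for NQO1, besides AKR1C1. The edgeR adjusted p of these genes ranged from 2.58e-06 for AKR1B1 to 0.0379 for MSMO1. SGK1, SC5D, GCLC, NQO1 and MSMO1 lost their call in at least 1 fit that left out a library, with an adjusted p of up to 0.127 for MSMO1.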

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

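The thinned counts, the fits without the 50 most abundant genes, and the linear ratios over all listed genes were chosen after the result was seen, and the other alternatives before the data were examined.

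The counts of changed genes stayed within 1.5 times of 1040 higher and 1013 lower with DESeq2 size factors, upper-quartile or total count scaling, both other filters, DESeq2, limma-voom, protein-coding genes only, and removal of length or GC trends. The test against a 1.2-fold change gave 235 higher and 246 lower, because it asks for a larger change. Across the 6 fits that each left out a library, the counts ran from 587 to 926 higher and from 655 to 1010 lower. These fits have fewer samples. No gene called with all 6 libraries changed sign in any of these fits. Total count scaling called 55.9% of changed genes higher, against 50.7%.

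The paper defines biological replicates as experiments on separate days, and states that each day of its cell-based assays held control and treated samples. By the check used here, the replicate numbers showed no such pairing. The deviations of same-numbered libraries from their group means correlated at -0.058, -0.027 and -0.003, and those of differently numbered libraries at between -0.198 and 0.214. The positive values were for vehicle 1 with glycine 3 (0.214), vehicle 2 with glycine 1 (0.214) and vehicle 3 with glycine 2 (0.18). These pairs together match every library, but the matching was seen only in these values. No block was fitted on it, so a pairing by day is not excluded. With the replicate number as a block, 866 genes were higher and 918 lower, and with the length correction as well 1131 and 1200. In the blocked fit the cyanide and glycine handling list had an adjusted p of 0.0609, and no other set or list called in the unblocked fit lost its call. Among the named genes, SGK1 (0.0617), SC5D (0.065) and GCLC (0.0646) were not called in the blocked fit.

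For fatty acid metabolism, the adjusted p was 0.266 with camera at the preset correlation, 0.851 with the estimated correlation, 0.226 with fry and 0.996 when genes were ranked by log2 fold change. It ran from 0.00142 to 0.104 across the fits that each left out a library. That of oxidative phosphorylation ran from 0.00144 to 0.963. The cause was not tested. Glycolysis and reactive oxygen species were not called under any alternative.

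A linear ratio of group means is never negative and put most called sets that had fallen above 0, although over genes with a read the tonicity and sterol lists stayed below 0. Over genes with a read, the adjusted p was 1 for fatty acid metabolism and xenobiotic metabolism and 0.992 for the handling and NRF2 lists, and oxidative phosphorylation gave no value. Over all listed genes it was 0.996 for both of those hallmark sets and 0.995 for the handling, NRF2, tonicity and sterol lists. With the groups swapped, the adjusted p was 1 for fatty acid metabolism and TNF signalling through NF-κB and 0.906 for the proliferation list. Over all listed genes, in either order, the ranking itself fixed the sign of the scores, so the directions there say nothing about these sets. No hallmark set was called with any of these ratios.

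Of the 8 other hallmark sets, 1 was called higher and 1 lower. With camera at the estimated correlation, fry and each linear ratio, 0 were called higher and 0 lower. With the length trend removed 2 were called lower, and from 1 to 2 across the fits that each left out a library. Of the 11 short lists, camera at the estimated correlation called 0 higher and 1 lower, the ranking by log2 fold change called 1 lower, the linear ratio over genes with a read called 0 higher and 1 lower, and both ratios over all listed genes called 0 higher and 0 lower.

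Of 56 tested genes that met the naming rule, 50 kept their side of the threshold under all 10 alternatives, 5 lost their call in at least 1 and 1 gained one. Of the uncalled named genes, 4 changed sign in at least 1 alternative. Single sets and lists other than the 4 hallmark sets of the study were counted over the alternatives other than the linear ratios. There, 15 results were weaker and 11 stronger, and 0 called sets or lists went in the other direction. Uncalled scores that crossed 0 were not counted as a change of direction, such as the mitochondrial genome list without vehicle replicate 2 (1.39). For the named genes, 28 results over the alternatives were weaker, all from the 5 genes that lost their call, and 1 was stronger. The gap in mean Spearman correlation between same-group and different-group pairs was 0.00338, and 0.204 over the 500 genes with the largest variance, which were picked for their spread.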

Other observations

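The tests of cell density, tonicity response genes, metallothionein reads and free zinc were chosen after the result was seen, as were the thinned counts, the fit without the 50 most abundant genes, and the linear ratios over all listed genes with and without swapped groups. The SRF, YAP and hepatocyte lists were written after the top genes had been seen, but before the values of their members.

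The number of changed genes was set against technical causes. Of the 10 splits of the 6 samples into 3 and 3, 1 gave as many called genes, the real one. The other 9 splits called 0 genes, with between 97 and 943 genes at an unadjusted p under 0.05. With 3 samples against 3 that share cannot fall under 0.1, so chance cannot be told apart by this count alone. After thinning to the smallest library total, 88.8% of the called genes were still called. After a gene length trend was removed the share was 97.7%, after a GC content trend 98.8%, and without the 50 most abundant genes 99.03%. These values argue against depth, length, GC content and a few abundant genes as the whole cause. Glycine itself, and any unrecorded difference between the cultures, stay open.

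The study showed hallmark sets of energy metabolism as raised by glycine. Ranked here by the signed edgeR statistic, none of these scored above 0. Ranked by log2 fold change, glycolysis (0.715) and reactive oxygen species (0.617) scored above 0 and were not called. A linear ratio of group means over all listed genes put 12 of 12 hallmark sets above 0 and called 0, and with the groups swapped again 12 of 12. That outcome was fixed by the ranking itself, since the ratio is never negative and 50.4% of the listed genes sat at 0. It says nothing about the scores of the study. The methods of the study do not name its rank metric, which is described elsewhere in it only as carrying strength and direction. The scores here depend on the metric, so a difference from the study may come from that choice. The paper names the GSEA software and the complete normalized counts, whereas filtered genes and 12 hallmark sets were used here. These differences were not separated, so the cause of a difference from the study stays open.

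Cytoskeletal genes such as TAGLN and ACTA1 rose. A list of SRF and MRTF targets that left out the genes already seen had an enrichment score of 1.96 (fgsea adjusted p over 3 lists = 0.00154), with 20 of 25 genes higher. The call held with camera at the preset correlation (7.89e-07) and with fry (0.00507), but not with camera at the estimated correlation (0.0956). The score is consistent with higher SRF and MRTF activity as a hypothesis. YAP targets scored 1.34 (adjusted p = 0.169) and hepatocyte markers -1.06 (adjusted p = 0.382), neither of which decides. A different cell density at harvest cannot be told apart from another effect of glycine. The density of the sequenced cultures at harvest is not given, and the proliferation list rose as well, with a score of 2.42. In separate assays, the paper reports more proliferation of HepG2 cells with glycine, so a density difference could itself follow from glycine.

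Osmolyte transport genes fell although a solute had been added to the medium. The 8 tonicity response genes, listed before the data were examined, scored -1.995. A candidate explanation is that glycine taken up by the cells served as an osmolyte and lowered the transcription of these genes. Osmolality was not analysed here, and the measurements of intracellular glycine made by the study were not used here.

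Metallothionein genes, chosen after their values were seen, fell: log2 changes were -1.22 for MT1X, -1.04 for MT1F, -0.92 for MT1G, -0.71 for MT1E and -1.57 for MT1M, but 0.05 for MT1A and -0.13 for MT2A (edgeR adjusted p = 0.318). The summed MT1 and MT2A reads had a log2 change of -0.42, from 967 ± 39.1 to 724 ± 49 CPM (SD, n = 3), which argues against reads merely moving between paralogs. The zinc exporter SLC30A1 had a log2 change of -0.24 (edgeR adjusted p = 0.0334) and the zinc importer SLC39A10 a log2 change of 0.45 (edgeR adjusted p = 0.00615). Less free zinc is a possible explanation, since glycine binds zinc. The small change of MT2A, another zinc-induced gene, goes against it, and zinc was not measured.

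The fall of AKR1C1 was not a shift of reads to its paralogs: the summed AKR1C1, AKR1C2 and AKR1C3 reads had a log2 change of -1.37, from 3912 ± 407 to 1514 ± 132 CPM (SD, n = 3). The tables do not decide whether lower NRF2 activity or another regulator lies behind it.

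MPO and PXDN encode peroxidases, and 3 and 4 counts were found for them in 6 libraries. PXDNL, EPX and LPO held 4, 10 and 10 counts. The share of the exon length of MPO and PXDN that another gene covers was 0%, so reads lost to overlapping genes in counting do not account for the low values. Protein levels were not analysed here. The paper reports both proteins in lysosomal fractions of HepG2 cells by western blot, and MPO in lysosomes by confocal microscopy. It also reports less cyanide from HepG2 cells with an MPO inhibitor. The low counts concern RNA only and do not show that the proteins are absent.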
